A study of Mus musculus with 10 samples. Its data were reported in "S100a4 upregulation in Pik3caH1047R;Trp53R270H;MMTV-Cre-driven mammary tumors promotes metastasis" (2019).

How the data were processed

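RNA from 10 mouse tumors was measured on Agilent mouse arrays with a red and a green channel, 1 array per tumor. The labels name 5 tumors as sarcomatoid and 5 as adenocarcinoma. Of the 5 sarcomatoid tumors, 4 are labelled as sarcomatoid adenocarcinoma and 1 (tumor 594) as sarcomatoid carcinoma, and all were placed in 1 group as the study did. Within the sarcomatoid group, 3 tumors came from the mammary gland (tumors 323, 307 and 594) and 2 from the lung. The lung tumors carry the numbers 323 and 307 and are labelled as transplanted, and the paper's methods describe them as grown from cell lines of those mammary tumors after tail vein injection. The sarcomatoid group therefore holds 3 tumor origins, not 5, and tumors 323 and 307 each pair a lung with a mammary tumor. The adenocarcinomas are tumors 105, 131, 470, 17 and 85, all from the mammary gland. Per the paper's methods, driver genotype also differed. Of the 3 sarcomatoid origins, 1 had engineered mutations in both Pik3ca and Trp53, as did all 5 adenocarcinomas. Another had mutant Pik3ca with a spontaneous Trp53 mutation, and the last had mutant Trp53 alone. Genotype is therefore partly confounded with group and was not a term in any fit. Replicates were numbered in each group in deposit order and the numbers pair no samples.

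The scanner files were deposited as made by the Feature Extraction software of the array maker, with spot brightness as intensity in both channels, local background, outlier flags and a log10 ratio of red over green per spot. The authors also deposited a normalized table on a log2 scale, and their methods name limma for normalization without giving the steps. Per the file headers the arrays were read with 3 versions of the extraction protocol, called scan batches 1, 2 and 3 here. Scan batch 1 held tumor 323 alone. Scan batch 2 held tumors 307, 594, 105 and 470, and scan batch 3 held the 2 lung tumors and tumors 131, 17 and 85. The scan days split the arrays in the same way, so a separate fit by scan day was not run. Tumors 307 and 105 shared a slide, as did tumors 594 and 470, and each other array was on a slide of its own. Only the median spot intensity was given for all arrays, so the median was used throughout.

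The labels name Cy3 as the dye of the tumor RNA and give nothing for the other channel. The green (Cy3) signals differed less between arrays than the red (Cy5) signals (mean SD of the log2 processed signal 0.738 against 0.987), and the lowest correlation between arrays of a scan batch was 0.962 in green and 0.903 in red. Each of the 10 columns of the authors' log2 table correlated best with the red over green log ratio of its own array (r from 0.868 to 0.926 across probes, at most 0.744 with another array). Green was therefore read as a common reference and red as the tumor, against the dye label, and all ratios are tumor over reference. If the dye label were right and the reference were in red, the sign of every difference would turn. All 10 columns ran the same way, so no column of the authors' table was flipped. A dye swap that the authors left unflipped would not show in this check.

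Intensities were corrected with limma's normexp method (offset 50) on all spots, control spots were left out, and each array was normalized by loess. Spots flagged as outliers in either channel (0.228% to 0.576% of spots per array) were left out, and spots of a probe were averaged. All 41174 probes entered the tests, without a filter on dim probes. The fit was limma's linear model with empirical Bayes moderation, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Sarcomatoid carcinoma was compared with adenocarcinoma on all 10 arrays with group as the only term. The study's methods name limma for this comparison and give no model terms. Lung was compared with mammary sarcomatoid tumors in a fit with 3 groups, in which the adenocarcinomas add to the estimate of the spread.

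Probes were named by matching the accession, then the symbol, then a synonym in the files to the gene table of assembly GRCm38. Of 41174 probes, 23638 matched by accession, 6245 by symbol and 2918 by synonym, and 8373 stayed unnamed. Coordinates are those of the mm7 build that the scanner files give, and no coordinate of the gene table was used. Where a gene had several probes, the probe with the highest mean signal over all arrays stood for it in the lists and among the study's genes. A gene picked by its change is given by the probe that was picked, which favours the probe with the clearest difference.

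A total of 14 gene lists, the rule for named genes and the alternatives were fixed before the data were examined. The lists were epithelial, mesenchymal, myeloid, T cell, lung epithelium, adipocyte, milk and secretory, basal, skeletal muscle, proliferation, S100 family, the EMT (epithelial-mesenchymal transition) genes Snai1, Twist1, Zeb1 and Zeb2, the genes the study described as lower after S100a4 knockout, and the genes the study named for this comparison. The S100 family list had a probe for 14 of its 15 genes and the other lists had one for every gene. Of the 22 epithelial genes 3 were also named by the study, as were 2 of the 21 mesenchymal and 2 of the 18 myeloid genes. Of the mesenchymal genes, 6 were also on another list, as were 3 of the 19 genes lower after S100a4 knockout, of which 3 were also named by the study. On at least 5 arrays, 10 of the 14 lung epithelium genes, 6 of the 7 basal genes and 10 of the 11 adipocyte genes were well above background. The 13 lists other than the study's own genes were tested with limma's camera at a preset inter-gene correlation of 0.01 and adjusted together. Fry and camera with an estimated correlation were run beside it, with flagged spots filled by their measured values. The mean over a list's genes on each array was compared by exact permutation, two-sided, over the 5 against 5 arrangements, where the smallest p possible is 0.00794, and over 3 tumor numbers against 5, where it is 0.0179.

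The genes named are those that the text of the study names for this comparison, its EMT genes, and in each direction up to 5 annotated genes with the largest change among probes that pass the threshold, do not overlap between groups and lie well above background on every array of the higher group. Where fewer than 3 genes passed, the list was filled to 3 by the smallest unadjusted p under the last 2 conditions. The lung comparison used the same rule with up to 3 genes per direction.

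Depth on an array is the share of probes above background. Between 52.2% (tumor 85) and 83.0% (tumor 105) of probes were well above background in the tumor channel, and no spot was saturated in that channel. The number of arrays limits the precision. The fits were tested on simulated data with the spread of the real probes and 200 probes changed by 2 or 4 log2 units. Over 40884 probes, 90.0% of the changed probes were recovered for the sarcomatoid against adenocarcinoma fit and 78.0% for the lung against mammary fit. The changed probes were drawn at random and their noise was independent. These shares therefore do not hold for genes that vary widely between tumors. S100a4, at a log2 fold change of 4.32 in the real data, had a limma adjusted p of 0.377.

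The alternatives were other background corrections, processed signals of the scanner software, median centring, Aquantile, the tumor channel alone, the authors' log2 table, a filter on dim probes (well above background on at least 5 arrays), flagged spots kept, probes of a gene averaged, eBayes with trend and robust, array weights, scan batch as a term, slide or tumor number as a random block, mammary tumors only, 1 value per tumor number, the array labelled sarcomatoid carcinoma left out, a threshold of 0.1, and each array left out in turn. For the lung comparison, tumor number as a block and a fit of the 5 sarcomatoid arrays alone were added. The authors' table covered 40196 of the probes. R 4.3.3, limma 3.58.1 and statmod 1.5.0 were used.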

Results

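Gene expression was measured in 10 mouse tumors, 5 sarcomatoid (spindle cell) carcinomas and 5 adenocarcinomas, on arrays that set each tumor against a common reference RNA. Sarcomatoid carcinomas are tumors in which carcinoma cells take on a spindle shape, while adenocarcinomas keep a glandular form. Values are log2 ratios of tumor over reference, and a difference between groups is a log2 fold change. Of 41174 probes per array, 72.3% (tumor 323), 66.6% (323 lung), 77.2% (307), 67.2% (307 lung) and 77.6% (594) were well above background in the sarcomatoid carcinomas. In the adenocarcinomas these shares were 83.0% (105), 66.0% (131), 80.3% (470), 65.8% (17) and 52.2% (85). Pairwise correlations across probes, which are not independent replicates, reached at most 0.822 between arrays, so no array was a copy of another. That highest value lay between sarcomatoid tumor 594 and adenocarcinoma 470. Tumor 470 had a mean correlation of 0.720 with the 5 sarcomatoid arrays and of 0.513 with the other 4 adenocarcinomas, whereas each of the other 9 arrays had the higher mean correlation with its own group. On the first principal component, which held 32.6% of the variance, tumor 470 scored 59.1. The 5 sarcomatoid carcinomas scored between 25.2 and 51.2 and the other 4 adenocarcinomas between -105.0 and -31.4.

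The first comparison asked which genes differ between sarcomatoid carcinomas, taken by the study as metastatic, and adenocarcinomas, taken as non-metastatic. The groups also differed in part in driver genotype, which these arrays cannot separate from tumor type. In limma, 0 probes were higher and 0 were lower at an adjusted p below 0.05, and the smallest adjusted p was 0.0725. At an unadjusted p below 0.05 there were 4052 probes (9.84% of those tested), 1956 higher and 2096 lower. At an adjusted p below 0.1, 1 probe was higher and 2 were lower. The groups did not overlap for 547 probes (1.33%), where chance gives 0.794%. The authors' normalized table, fitted in the same way, gave 0 probes at an adjusted p below 0.05 and 3709 at an unadjusted p below 0.05.

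The count depended on 1 array. Without adenocarcinoma replicate 3 (tumor 470), 291 probes were higher and 341 lower at an adjusted p below 0.05, and 6112 probes had an unadjusted p below 0.05. Leaving out any other array gave 0 probes in each direction. With scan batch as a term, the fit of all 10 arrays gave 0 probes, 3698 at an unadjusted p below 0.05 and a smallest adjusted p of 0.137.

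**Figure D1:**
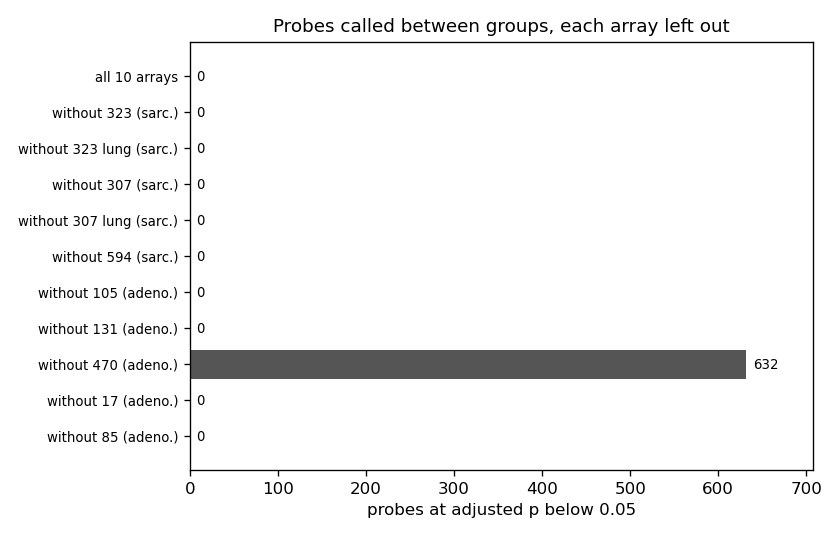
Number of probes (horizontal axis) with a limma adjusted p below 0.05 between sarcomatoid carcinoma and adenocarcinoma, for all 10 arrays and with each array left out in turn (bars, named by tumor number). The count is 632 without tumor 470 and 0 in every other case.

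S100a4, the gene that the study carried forward, was measured by 1 probe (A_51_P105078) on chromosome 3 from 90736122 to 90736182 (mm7). It was well above background on all 10 arrays. Its log2 ratio was 0.00 ± 1.79 (SD, n = 5) in sarcomatoid carcinomas and -4.32 ± 1.54 (SD, n = 5) in adenocarcinomas. The log2 fold change was 4.32 (SE 0.96), a ratio of 19.9, with a limma adjusted p of 0.377 over all probes. An exact permutation test of this single probe gave p = 0.0159 (two-sided), and p = 0.0179, the smallest possible, with 1 value per tumor number. The study picked S100a4 from these same tumors, so neither value is independent evidence. The groups overlapped, since sarcomatoid tumor 307 was at -2.98 and adenocarcinoma 470 at -2.05. Lung tumor 323 was at 1.81, lung tumor 307 at 0.77, mammary tumor 323 at 0.36 and tumor 594 at 0.05. The remaining adenocarcinomas lay at -3.43 (105), -5.28 (131), -5.10 (17) and -5.74 (85).

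The S100a4 difference was not of one size across scan batches. Within scan batch 2, with 2 arrays per group, the difference was 1.27. Within scan batch 3, with 2 lung tumors and 3 adenocarcinomas, it was 6.66. Scan batch 1 held a single array. With scan batch as a term the log2 fold change was 4.21, with a limma adjusted p of 0.490. Among all alternatives the log2 fold change was lowest, 3.26, and highest, 5.06, and it passed the threshold only without tumor 470 (log2 fold change 4.89, SE 0.90, limma adjusted p 0.0416).

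**Figure D2:**
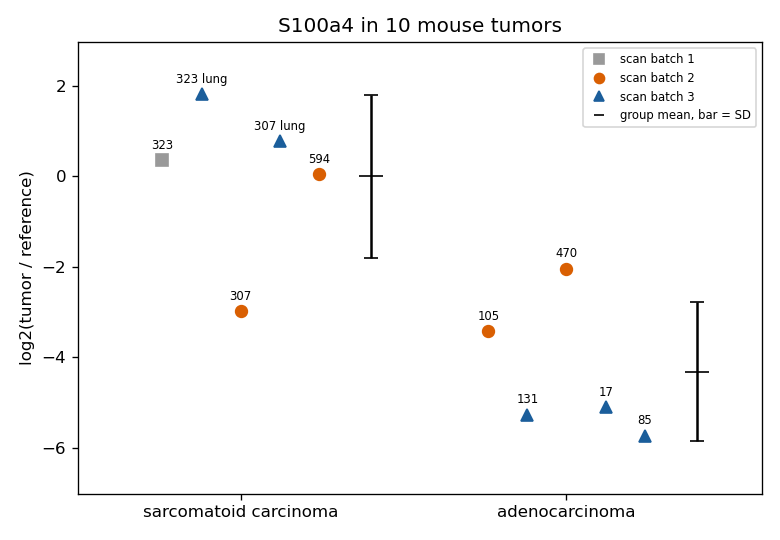
Log2 ratio of S100a4 in tumor over reference (vertical axis) for each array by group, with points marked by scan batch and named by tumor number, and group mean with SD as bars. Tumor 307 at -2.98 lies below tumor 470 at -2.05, and the other sarcomatoid carcinomas lie above all adenocarcinomas.

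The study also named 10 other genes for this comparison. None passed the limma threshold over all probes, where their adjusted p ranged from 0.352 to 0.623, and each overlapped between the groups. Adjusted over the list alone, 8 of the 11 genes with S100a4 included fell below 0.05, against 0 of 11 over all genes tested. The study chose this list on these samples, so the first count is not independent evidence. Arsj had a log2 ratio of 1.58 ± 0.72 (SD, n = 5) in sarcomatoid carcinomas and -1.33 ± 1.24 (SD, n = 5) in adenocarcinomas, a log2 fold change of 2.92. It was well above background on 5 sarcomatoid arrays and on 3 of the 5 adenocarcinomas, so its low values are near the background. Higher means in sarcomatoid carcinomas were also seen for Plau (2.19), Zeb2 (2.09), Mrc1 (1.61), Itgam (1.42) and Loxl2 (1.20), as log2 fold changes. As plain ratios, Mrc1 was 3.05 times and Itgam 2.67 times higher. Lower means were seen for Krt18 (-3.23), Dsp (-2.89), Bmp7 (-2.86) and Epcam (-2.32). Other probes of these genes had the same direction but often a smaller change, as low as 0.43 for Plau, 0.42 for Zeb2, 0.72 for Itgam and -0.48 for Dsp. That Dsp probe was well above background on 0 sarcomatoid arrays and 3 adenocarcinomas, and those of Plau and Zeb2 on 3 adenocarcinomas. Their low values are therefore near the background. A Dsp probe well above background on all arrays gave -1.86, and the other Loxl2 probe gave a larger change (1.62). Without tumor 470, limma adjusted p fell below 0.05 for Krt18 (0.0375), Dsp (0.0289), Zeb2 (0.0236), Itgam (0.0464) and Arsj (0.0146), besides S100a4, and stayed above it for Epcam (0.116), Loxl2 (0.0824), Plau (0.0540), Bmp7 (0.166) and Mrc1 (0.187).

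For the EMT genes, log2 fold changes were 1.24 for Snai1, 0.78 for Twist1 and 1.46 for Zeb1, beside 2.09 for Zeb2. Over all probes 0 of these 4 genes passed the threshold, and adjusted over the list alone 4 did.

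By the naming rule no gene passed in either direction, so the 3 non-overlapping genes with the smallest unadjusted p are given. None of them passed the threshold with all 10 arrays, loess normalization and group as the only term. With all 10 arrays, Emx2 (1.17), Zfyve27 (-0.81) and Spsb4 (-1.84) passed with slide as a random block, as did Spsb4 (-2.21) with median centring. The higher genes were Emx2 (chromosome 19, 59386872 to 59386931, mm7; log2 fold change 1.20, SE 0.13, limma adjusted p 0.0725), Mrpl33 (0.84, adjusted p 0.244) and Medag (2.50, adjusted p 0.304). Emx2 was well above background on 5 sarcomatoid arrays and on 2 adenocarcinomas. The lower genes were Zfyve27 (-0.82, SE 0.09, adjusted p 0.0725), Spsb4 (-1.85, SE 0.20, adjusted p 0.0725) and Clk3 (-0.64, adjusted p 0.221). The differences within scan batches 2 and 3 were 0.99 and 1.30 for Emx2 and -1.75 and -2.10 for Spsb4, and their sign was fixed by the choice of genes without overlap. Other probes of these genes had the same direction, with a smaller change for Emx2 (0.42), Mrpl33 (0.21), Zfyve27 (-0.24 and -0.38), Spsb4 (-0.25, not well above background on most arrays) and Clk3 (-0.47), and a larger one for Medag (2.91). Without tumor 470 all 6 passed the threshold, with limma adjusted p between 0.0138 and 0.0243.

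Gene lists asked whether cell type and EMT genes differ as groups. The epithelial list had a median log2 fold change of -1.65 over 22 genes, all 22 lower, with a camera adjusted p of 5.42e-10. The mesenchymal list had 0.91 (20 of 21 genes higher, adjusted p 1.66e-05), the myeloid list 1.31 (18 of 18 higher, adjusted p 4.96e-13), the EMT list 1.35 (4 of 4 higher, adjusted p 0.000143), and the list of genes lower after S100a4 knockout 0.49 (13 of 19 higher, adjusted p 0.00322). The milk and secretory list had -1.31 (adjusted p 0.000962), the basal list -0.79 (adjusted p 0.0494) and the S100 family list 0.03 (adjusted p 0.0494), a sign that turned to -0.031 with median centring. Of 28 distinct alternatives, the basal list lost its call in 14, and the S100 family list lost it in 12 and changed sign in 6. Camera did not call the T cell list (median 0.11), the lung epithelium list (0.05), the adipocyte list (-0.49), the skeletal muscle list (-1.07) and the proliferation list (0.09), although the skeletal muscle list was called in 7 of 28 distinct alternatives. For the T cell list camera pointed down, and for the lung epithelium list the mean was -0.06 while the median and camera pointed up.

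Those set tests with a preset correlation did not hold against the spread between arrays. Of the 8 lists that camera called, 0 were called by fry (smallest adjusted p 0.0910) and 0 by camera with an estimated correlation (smallest adjusted p 0.300). By exact permutation of the list mean per array, 0 of 13 lists passed after adjustment. The myeloid list mean was 3.04 ± 0.29 (SD, n = 5) in sarcomatoid carcinomas and 1.90 ± 0.83 (SD, n = 5) in adenocarcinomas (exact permutation p = 0.0238, adjusted 0.206). The EMT list mean was 0.64 ± 0.18 and -0.76 ± 0.86 (exact permutation p = 0.0317, adjusted 0.206). With 1 value per tumor number, the exact permutation p was 0.0714 for the myeloid list and 0.107 for the EMT list. The epithelial list mean was 0.21 ± 1.15 and 1.93 ± 1.51 (exact permutation p = 0.111), the mesenchymal list mean 0.09 ± 1.01 and -0.84 ± 1.24 (exact permutation p = 0.214), and the S100a4 knockout list mean 0.65 ± 0.32 and -0.12 ± 0.88 (exact permutation p = 0.0952).

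The list differences also varied with scan batch. The epithelial difference between group means was -0.23 within scan batch 2 and -3.48 within scan batch 3. The mesenchymal difference was 0.08 and 1.79, the myeloid difference 0.40 and 1.56, and the S100a4 knockout difference 0.09 and 1.31, in the same order. The EMT difference was 0.78 within scan batch 2 and 1.87 within scan batch 3. Tumor 470 lies in scan batch 2 and the lung tumors in scan batch 3. With mammary tumors alone the epithelial median log2 fold change was -0.90.

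**Figure D3:**
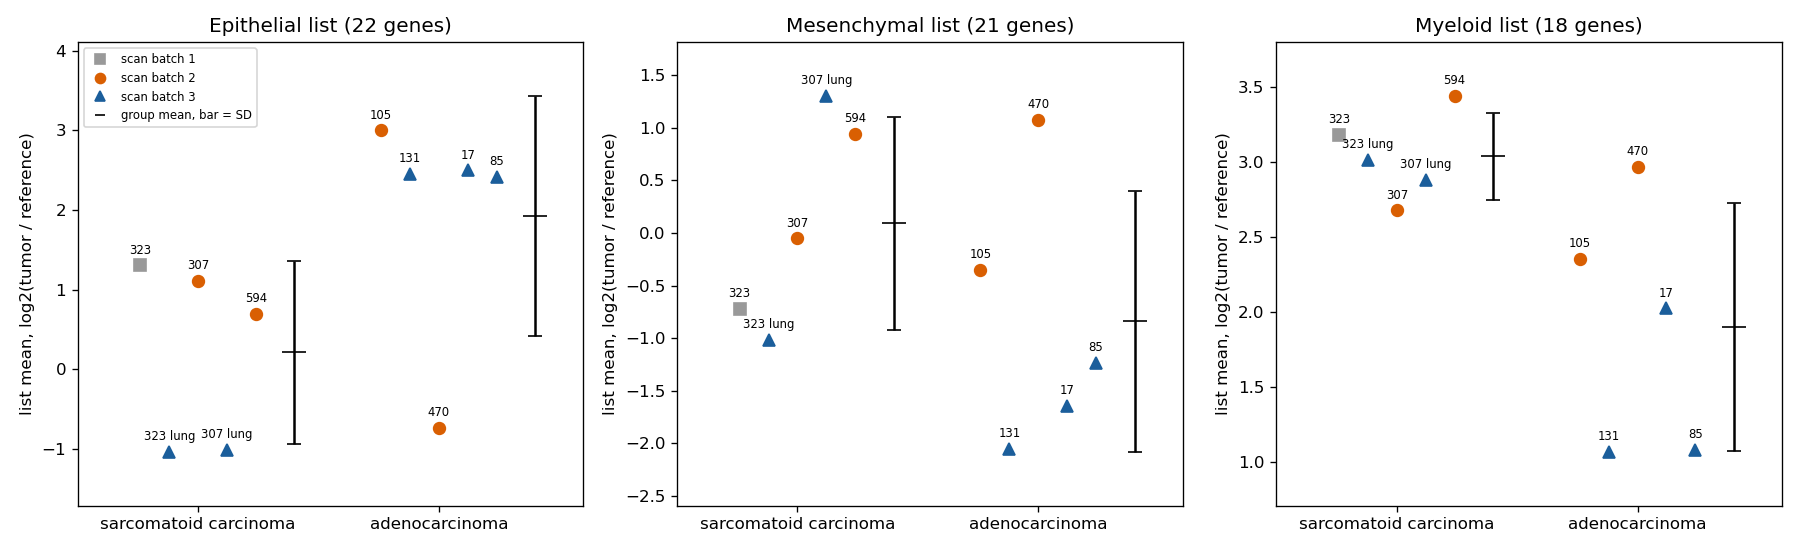
Mean log2 ratio over the genes of the epithelial, mesenchymal and myeloid lists (vertical axes) for each array by group, with points marked by scan batch and named by tumor number, and group mean with SD as bars. Adenocarcinoma 470 has an epithelial mean of -0.73, while the other adenocarcinomas lie between 2.42 and 2.999.

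The second comparison set the 2 lung tumors against the 3 mammary sarcomatoid tumors, to ask how the tumors that grew in the lung differ from those in the mammary gland. In limma 2 probes differed at an adjusted p below 0.05 and 2901 at an unadjusted p below 0.05. Pdxdc1 (chromosome 16, 13381815 to 13381874, mm7) was higher in the lung tumors, at -1.09 ± 0.07 (SD, n = 2) against -3.56 ± 0.14 (SD, n = 3), a log2 difference of 2.47 (SE 0.18, adjusted p 0.0120). Spint1 (chromosome 2, 118990042 to 118990101, mm7) was lower, at 0.29 ± 0.57 (SD, n = 2) against 3.43 ± 0.36 (SD, n = 3), a log2 difference of -3.15 (SE 0.28, adjusted p 0.0380). A second probe of Pdxdc1, also well above background on all arrays, did not differ (-0.08, SE 0.38, adjusted p 0.987), so the change was seen by 1 of 2 probes. A second probe of Spint1 was lower by a log2 difference of -2.26 (adjusted p 0.199). Of 25 distinct alternatives, the call was lost in 16 for Spint1 and in 8 for Pdxdc1. The adenocarcinomas lay near the mammary sarcomatoid tumors for both genes, with Pdxdc1 between -3.75 and -3.19 and Spint1 between 3.40 and 3.90. The naming rule added Pcdh9 (2.33) and Frrs1 (1.58) as higher and Esco1 (-1.14) and Serinc2 (-2.89) as lower, each with a limma adjusted p of 0.132, which did not pass. Other probes gave from -0.02 to 1.71 for Pcdh9, and 0.09 and -0.51 for Esco1. No scan batch held both lung and mammary sarcomatoid tumors, so no difference within a batch can be given. With scan batch as a term, which the adenocarcinomas make estimable, 0 probes passed and 2397 had an unadjusted p below 0.05. A fit of the deposited normalized table gave 10 probes, the highest count among settings that kept every array. Without mammary tumor 323, mammary tumor 307 or adenocarcinoma 17, 0 probes passed, and without adenocarcinoma 105, 131 or 85, 1 did, so the calls also rested on arrays outside the comparison, through the shared estimate of the spread. Without lung tumor 307, 34 probes passed, with the lone lung array assumed to vary like the other groups. With tumor number as a block over 2 pairs, 0 probes passed and 5122 had an unadjusted p below 0.05.

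The lung epithelium list asked whether lung tissue was present in the lung tumors. Its median difference, lung over mammary, was -0.06 over 14 genes (camera adjusted p 0.651). Of its genes, Sftpc differed by 0.34, Scgb1a1 by 0.23 and Scgb3a1 by 0.80, with Sftpc well above background on 1 of 2 lung arrays and Sftpa1 on 0 of 2. The epithelial list had a median difference of -2.09 (0 of 22 genes higher, camera adjusted p 1.72e-09), with list means of -1.04 and -1.01 in the lung tumors and 1.31, 1.11 and 0.69 in the mammary ones. Basal (-1.30, adjusted p 0.00206), T cell (-0.75, adjusted p 0.00575) and milk and secretory genes (-1.01, adjusted p 0.0209) were also called lower by camera. None of these 4 calls held under fry (smallest adjusted p 0.318) or camera with an estimated correlation (smallest adjusted p 0.486). Camera called no other list, and the remaining medians were 0.23 (mesenchymal), -0.12 (myeloid), -0.29 (adipocyte), 0.20 (skeletal muscle), 0.18 (proliferation), 0.13 (S100 family), 0.29 (EMT) and -0.12 (S100a4 knockout, where the mean was 0.07 and camera pointed up).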

Values the study reported

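The study reported that Mrc1 was on average 2.8 times and Itgam 2.4 times higher in the metastatic sarcomatoid carcinomas than in the non-metastatic tumors.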

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

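Each test of tumor 470 below was chosen after its values had been seen, except those of its reference channel and of leaving it out. A total of 68 combinations of a reported value and a group were searched for an array far from the rest of its group, by the gap to the nearest array over the whole range. Chance gives about 3.4 such cases, and 5 were found, all of them in adenocarcinoma replicate 3 (tumor 470). They share genes, so they are not 5 independent findings.

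The epithelial list mean of tumor 470 was -0.73, against 2.42 to 2.999 in the other adenocarcinomas. Its Krt18 log2 ratio was -4.22 (others 1.19 to 2.61) and its Epcam log2 ratio -2.62 (others 2.32 to 3.79). Its EMT list mean was 0.73 (others -1.51 to -0.92) and its Arsj log2 ratio 0.78 (others -2.39 to -1.48). In these 5 values the array labelled adenocarcinoma lay within the range of the sarcomatoid carcinomas. Leaving it out, as was planned for each array in turn, turned 0 probes at an adjusted p below 0.05 into 632.

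Several technical explanations are argued against by the tables. A weak array is not seen, since 80.3% of probes were well above background, within the range of the other adenocarcinomas (52.2% to 83.0%). The scan batch does not account for it, because the other adenocarcinoma of that batch (tumor 105) had an epithelial list mean of 2.999. The shared slide does not either, since tumor 470 correlated at 0.816 with tumor 307 on another slide and at 0.822 with tumor 594 on its own. The reference channel of its array was not brighter for epithelial genes (a difference of -0.17 log2 units from the other 3 arrays of its batch). A swap of labels between the groups needs a sarcomatoid array that looks like an adenocarcinoma, and 0 of 5 had an epithelial list mean within the range of the other 4 adenocarcinomas. Muscle in the tumor piece is no sufficient cause, since the skeletal muscle list mean of tumor 470 was 1.83 log2 units below that of tumor 105 (a difference of -1.83), which kept its epithelial genes. A lower share of epithelial cells with all other cell types raised alike is also argued against, because the mesenchymal minus T cell list mean was 1.06 in tumor 470 and between -1.54 and -0.58 in the other adenocarcinomas. A rise in mesenchymal cells in particular stays open.

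A single wrong label, or a swap with a sample outside this series, cannot be told apart from a tumor labelled adenocarcinoma that truly has such a profile. The correlation of tumor 470 with the sarcomatoid arrays exceeded that with the other adenocarcinomas by 0.21, as either would give, and nothing in these files forbids one of them. A tumor of mixed or shifting histology may therefore be a biological explanation, which was not tested.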

How the results depend on the processing

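All settings here were planned. The log2 fold change of S100a4 and the medians of the epithelial, mesenchymal, myeloid, EMT and S100a4 knockout lists kept their direction under every alternative run. Scan days split the arrays as the scan batches do and were not run separately, and Aquantile changes only mean signals, so it cannot move a ratio. Where no cause is named below, the cause was not tested.

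The probe counts between the groups depended on tumor 470. With each array left out in turn, probes higher in sarcomatoid carcinoma ranged from 0 to 291 and probes lower from 0 to 341, both highest without tumor 470, where S100a4 (4.89) passed the threshold. The S100a4 log2 fold change ranged from 3.87 to 5.06 over these fits, and from 3.26 to 4.40 over the other alternatives, none of which passed. Median centring gave 0 probes higher and 1 lower, slide as a random block 1 higher and 2 lower, 1 value per tumor number 2 higher and 1 lower, and an adjusted p below 0.1 gave 1 higher and 2 lower. The remaining alternatives gave 0.

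The list calls depended on the set test. Under fry and under camera with an estimated correlation, the epithelial (-1.65), mesenchymal (0.91), myeloid (1.31), EMT (1.35) and S100a4 knockout (0.49) medians no longer passed. The estimated correlation between genes was 0.72 (epithelial), 0.65 (mesenchymal), 0.66 (myeloid), 0.40 (EMT) and 0.22 (S100a4 knockout), against the preset 0.01. That camera run differed in this correlation, in the filled flagged spots and in the smaller degrees of freedom of its test. These were not tested apart. For fry the cause was not tested. No other alternative took these 5 lists across the threshold. Other lists were less stable over 28 distinct alternatives, with Aquantile left out and the array labelled sarcomatoid carcinoma, which is also sarcomatoid carcinoma replicate 5, counted once. The basal list lost its call in 14, the S100 family list in 12 with 6 more changing sign and the milk and secretory list in 3, while the skeletal muscle list gained a call in 7.

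Medians near 0 changed sign. The proliferation list median log2 fold change was -0.024 with median centring, -0.0034 with probes of a gene averaged, -0.041 with array weights and -0.099 in mammary tumors only. The S100 family list median log2 fold change was -0.031 with median centring, -0.026 with scan batch as a term and -0.014 with slide as a random block. The T cell list median log2 fold change was -0.094 with scan batch as a term and -0.012 without the array labelled sarcomatoid carcinoma. With each array left out, medians ranged from -0.053 to 0.22 (proliferation), -0.022 to 0.17 (S100 family), -0.059 to 0.21 (T cell) and -0.91 to 0.34 (adipocyte).

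Between lung and mammary sarcomatoid tumors, 2 probes passed on all arrays. The count was 4 with background subtracted, 5 with the tumor channel alone, 10 with the authors' normalized values, 7 with array weights, 5 with the sarcomatoid arrays alone, and 0 with probes of a gene averaged, with scan batch as a term and with tumor number as a replicate block over 2 pairs. With each array left out it ranged from 0 to 34, the latter without lung tumor 307. With the block Pdxdc1 and Spint1 kept their direction and no longer passed, and the epithelial list kept its call. The lung epithelium list median log2 fold change, lung against mammary sarcomatoid tumors, not called in any setting, was 0.20 with the processed signals, 0.050 with the authors' normalized values, and 0.0034 both in the replicate block and without the array labelled sarcomatoid carcinoma. With each array left out it ranged from -0.063 to 0.0034.

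Signal over background limits dim genes. With dim probes left out, 30622 probes were tested, and 0 passed between the groups (3565 at an unadjusted p below 0.05).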

Other observations

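In this part, the tests of S100a4, both its neighbouring genes and its scan batch, and those of the lung tumors were chosen after the values had been seen. The counts over other splits and in the reference channel were planned before theirs were.

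The 4052 probes at an unadjusted p below 0.05 between the groups do not exclude chance. Of 100 splits of the 10 arrays into 5 and 5, drawn from 126 with the real one included, 6 gave as many probes. In each of the other 5, tumor 470 lay on the side that held most sarcomatoid arrays. The split that follows the scan batches (batches 1 and 2 against batch 3) gave 5965 probes, more than the real one. It does not measure scanning alone, since it sets tumor 470 and all mammary sarcomatoid tumors against a side that holds both lung tumors. Without tumor 470 the groups differed at 6112 probes on 9 arrays. With scan batch as a term the groups differed at 3698 probes. Array handling that also acts on the reference channel is not the whole cause, as that channel alone gave 639 probes at an unadjusted p below 0.05 between the groups.

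The higher S100a4 in sarcomatoid carcinomas was set against a gain of its chromosome region. The S100 genes lie next to each other, and a gain would raise neighbours too. Of the 20 nearest measured genes (by the gene order of GRCm38), 0 came near the rise of S100a4 in a test for a gain of the region. The largest log2 fold change was 1.26 for S100a6, and S100a3 and S100a5 changed by 0.01 and 0.23. The median over the 20 genes was 0.03. A regional gain that raised its genes about as much as S100a4 is therefore argued against. The count asked only for rises comparable with that of S100a4, so it could not show a smaller gain. The scan batch as the whole cause is also argued against, since within scan batch 3 both sarcomatoid tumors lay above all 3 adenocarcinomas, with a difference of 6.66. Those 2 sarcomatoid tumors are the lung tumors, so site and transplantation stay open for the size of the difference in that batch. Within scan batch 2 the difference was 1.27, and tumors 307 (-2.98) and 470 (-2.05) were in reverse order. Mammary tumor 307 (-2.98) lay far from the lung tumor of its number (0.77), and mammary tumor 323 was at 0.36 with its lung tumor at 1.81.

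Epithelial genes were lower in the lung tumors than in the mammary sarcomatoid tumors. Lung tissue in the pieces as the cause of that is argued against, as the largest difference among the abundant lung transcripts Sftpc, Sftpa1 and Scgb1a1 was 0.34. Scgb3a1 was higher by 0.80 through lung tumor 323 (1.59, against 0.24 in lung tumor 307 and at most 0.66 elsewhere), so a trace of airway tissue in that piece is not excluded. The fit with scan batch as a term, with a median epithelial difference of -3.38, cannot decide on scan batch as the cause. Its term for scan batch 2 against 3 comes only from adenocarcinomas, and tumor 470 (epithelial list mean -0.73) is in batch 2. The other batch 2 adenocarcinoma, tumor 105, was at 2.999, against 2.42 to 2.50 in batch 3. The lung tumors were at -1.04 and -1.01, against 1.11 and 0.69 in the mammary sarcomatoid tumors of batch 2. Scan batch as the whole cause is thus argued against, by 1 batch 2 adenocarcinoma only. As part of the cause it stays open. Normal mammary gland inside the mammary tumor pieces is a candidate explanation. It calls for lower basal genes in the lung tumors too, and their median difference was -1.30. The adipocyte median of -0.29 neither supports nor excludes it. Passage through a cell line and growth in another organ differ between these tumors as well and were not tested.

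Genes of tissue around a tumor varied strongly between arrays. The skeletal muscle list mean was 5.04 in tumor 105, 3.22 in tumor 470 and 2.26 in tumor 594, and between -1.23 and 0.36 in the other 7 arrays. The adipocyte list mean was 4.13 in tumor 105, 2.18 in tumor 594 and 1.81 in tumor 470, and at most 1.15 elsewhere. No explanation was tested for these values. Neither list differed between the groups by exact permutation (p = 0.508 and p = 0.683).

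Pdxdc1 stood at -1.14 and -1.04 in the lung tumors and between -3.75 and -3.19 in the other 8 arrays, which include 3 adenocarcinomas of the same scan batch. A second Pdxdc1 probe did not differ (-0.08). A probe of Pcdh9 behaved like the first, at -0.27 and 0.10 against -2.82 to -2.03, while its 4 other probes differed by -0.02 to 1.71. The Pdxdc1 change is therefore that of a single probe. No explanation was tested for these values.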
